A study of Homo sapiens and Mus musculus with 20 samples. Its data were reported in "Short-chain fatty acids propionate and butyrate control growth and differentiation linked to cellular metabolism" (2024).

How the data were processed

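Chromatin accessibility was measured by ATAC-seq, in which Tn5 transposase inserts sequencing adapters into open chromatin, in 20 libraries of 2 established colorectal cancer cell lines. SW480 is a human colorectal adenocarcinoma line and CT26 is a mouse colon carcinoma line. Per the labels, cells were treated for 12 to 16 h with 10 mM sodium propionate (NaPr) or 1 mM sodium butyrate (NaBu), or left untreated, and 50000 viable cells entered each reaction of the Omni-ATAC protocol. Groups and replicate numbers were taken from the sample labels. They gave 6 groups and 3 comparisons, namely NaPr in SW480 (3 treated and 3 untreated libraries), NaBu in SW480 (3 and 3) and NaBu in CT26 (4 and 4). The labels carry a date for each library. The SW480 experiments with NaPr and with NaBu have different dates and separate untreated libraries, and the CT26 libraries have 2 dates with 4 libraries each, replicates 1 and 2 on the first and replicates 3 and 4 on the second.

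The authors aligned the reads with Bowtie2 and called peaks with MACS2 in the ENCODE ATAC-seq pipeline. Versions and options of these steps were not stated. The human reads were aligned to GRCh38.p13, and the mouse build was not stated. Peaks were called in each library separately, without pooling. The deposited files are lists of peak summits with the interval of each peak, the fold enrichment of the summit over the local background as a ratio, its −log10 p and −log10 q, and the position of the summit. These values are the authors' own, and they were used only to describe, rank or filter peaks within a list and, in an alternative chosen after the data were seen, to recover the number of overlapping tags at a summit. The score column of the deposited lists is 10 times the −log10 p with a ceiling of 1000 and was not used. The authors called differential sites from reads with DiffBind. Reads were not analysed here, so the sites were called from the peak lists by another method and the numbers of sites are not on the same scale as those from read counts.

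The lists held 240903 to 299517 summit lines. In 13 of the 20 lists, all 12 from SW480 and treated replicate 1 from CT26, the numbering of peaks ended at 300000 in order of p, and between 0.161% and 0.326% of the numbered lines were missing over all 20 lists. The weakest listed peak therefore depended on the library, from a −log10 p of 3.37 to 9.38 in SW480, whereas the other 7 CT26 lists went down to 2.00. A missing peak means that none passed that list's own limit. In those 7 CT26 lists, between 98 and 252 lines gave the summit as a chromosome position in place of an offset, and these were converted. No line lay off the assembled chromosomes and no SW480 peak ran past a chromosome end of the reference. Lines with the same interval were joined, which left 99662 to 146976 peak intervals per library.

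Read totals were not analysed here, so a relative depth was recovered from the lists. Fold and −log10 p were taken as the outcome of a Poisson test with a pseudocount of 1 and solved for the whole number of tags at the summit and the background. A solution was found for 100.0% of the summits in each library. The lowest background of a list is the genome-wide mean pileup, which is proportional to the number of tags. On 20000 simulated summits, 99.8% of pileups were recovered. Among 24 pairs of replicates the highest share of identical intervals was 0.796%, so no library was treated as deposited more than once.

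For each comparison, the peak intervals of its libraries were merged into regions where they overlapped by at least 1 bp. Regions with a peak in every treated and no untreated library, and the reverse, were counted and set against the counts for all other choices of as many libraries. For the test of changed accessibility, regions were ranked within each library by the highest −log10 p of its peaks, regions without a peak were tied at 0, and the percentile ranks of regions with a peak in at least 2 libraries of the comparison were tested with limma (lmFit and eBayes with trend, two-sided). Adjusted p-values are Benjamini-Hochberg values from limma and regions below 0.05 were called. Changes are differences of mean percentile rank, in percentile points with their standard errors (SE), and not fold changes. Ranks of listed peaks do not move with a change of all peaks of a library alike, so a genome-wide gain or loss is outside what this test can show. A weak peak that crosses the limit of a list does move its region to or from 0. The ranks are therefore not free of list length. The Jaccard index of covered bases was compared within and between groups with an exact permutation test (one-sided), and single values per library with exact permutation tests (two-sided). With 3 libraries in each group the smallest p that such a test can give is 0.1, and with 4 in each it is 0.0286.

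The SW480 regions were placed on GENCODE 44 for GRCh38, with 146428 transcript starts of protein-coding genes. Consensus strings of 7 motifs fixed beforehand were sought on both strands in the 200 bp around the highest summit of each region: TGASTCA for AP-1, CCMCRCCC for KLF, GTCTAGAC or GTCTGGAC for SMAD, CATTCCW for TEAD, AGATAAG for GATA, CAAAGTCCA for HNF4 and CCASYAGRKGGC for CTCF (S stands for C or G, M for A or C, R for A or G, W for A or T, Y for C or T and K for G or T). Their shares in called regions were compared with Fisher's exact test (two-sided), adjusted over the 14 tests. A mouse genome and annotation were not used here, so positions relative to genes and motifs were not computed for CT26. NaPr and NaBu in SW480 were compared in a limma model over the 12 libraries, as the difference between the treatment effects.

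The regions named were chosen by a rule: for each comparison and direction, the 3 with the largest change of mean percentile rank among called regions in which every treated library lay on one side of every untreated library. Genes that the study names in its text, for accessibility after one of the compounds or, for JUN, for expression, were taken as a list, with 5 kb on both sides. The study chose most of them on these samples, so their regions are not independent evidence. The groups, tests, naming rule and most alternatives were fixed before the data were examined. The alternatives were a −log10 q of at least 2, the top 100000 or 50000 peak intervals of each library, lists shortened to the shortest of the comparison, a region covered to at least 50% by peaks of the library, regions built from 200 bp summit windows, ranking by fold enrichment, normal scores of the ranks, other filters on regions, a constant prior variance, the replicate number as a block, the date as a term, each date alone, each library left out in turn, 3 kb in place of 1 kb around starts, 50 kb around genes, and motifs in whole regions or matched on GC content in 10 bins. Added later were the recovered pileups, scaled by the background or by the median over regions with a peak in every library, and motifs in regions over 3 kb from a start.

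The ranking step was tested on simulated data with random seed 1. Without changed regions, no region was called among 128692 for NaPr in SW480, 126911 for NaBu in SW480 and 139820 for NaBu in CT26, where 6738, 6988 and 6787 had an unadjusted p below 0.05. With 200 regions changed 4-fold in −log10 p, 38.5%, 67.5% and 45.5% of them were called in the right direction, and 2.53%, 2.88% and 4.21% of the calls were unchanged regions. None of 200 regions changed 2-fold was called in any of the 3 simulations, where 6895, 7157 and 6941 regions had an unadjusted p below 0.05. The simulations changed few regions, which makes the adjusted threshold stricter than in data with many calls, so these shares do not carry over to single regions of the data. All of 800 planted motifs were found. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.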

Results

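Accessible chromatin was mapped by ATAC-seq in SW480 cells treated with NaPr or NaBu and in CT26 cells treated with NaBu. Propionate and butyrate are short-chain fatty acids that gut bacteria release from dietary fibre, and the study asked how they alter chromatin accessibility in colorectal cancer cells. The data comprised 12 SW480 libraries, 6 for each compound, and 8 CT26 libraries, with 3 or 4 treated libraries set against as many untreated libraries of the same experiment. The lists held 112145 to 144398 peak intervals in the NaPr experiment, 108442 to 128955 in the NaBu experiment in SW480 and 99662 to 146976 in CT26. NaBu-treated SW480 libraries had 127361 ± 1488 intervals (SD, n = 3) against 115737 ± 6514 (n = 3) in untreated libraries, and these ranges did not overlap (exact permutation p = 0.1, the smallest possible). In CT26 the treated lists averaged 133702 ± 14025 intervals (SD, n = 4) and the untreated lists 115088 ± 11643 (n = 4), a difference that the permutation test did not separate (exact p = 0.0857). With NaPr, 129430 ± 14986 intervals (SD, n = 3) compared with 124025 ± 15054 (n = 3) without it, a difference smaller than the spread between replicates (exact permutation p = 0.7).

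The total number of reads was not analysed here, and relative depth was read from the background pileup, the mean number of tags overlapping a position of the genome. In the NaPr experiment this pileup was 0.936, 2.35 and 2.02 tags in untreated replicates 1 to 3 and 0.938, 1.27 and 1.77 tags in treated replicates 1 to 3. The group means of 1.77 ± 0.741 (SD, n = 3) and 1.33 ± 0.417 (n = 3) differed by less than the replicates did (exact permutation p = 0.5), but this was the shallowest of the 3 experiments. The NaBu experiment in SW480 had 2.54 ± 0.461 tags (SD, n = 3) in untreated and 2.44 ± 0.0969 (n = 3) in treated libraries (exact permutation p = 0.8). Single libraries ranged from 2.11 to 3.03 tags there and from 1.29 to 2.75 tags in CT26. CT26 libraries had 2.03 ± 0.384 tags (SD, n = 4) untreated and 2.12 ± 0.625 (n = 4) treated, a difference smaller than the spread between replicates.

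**Figure D1:**
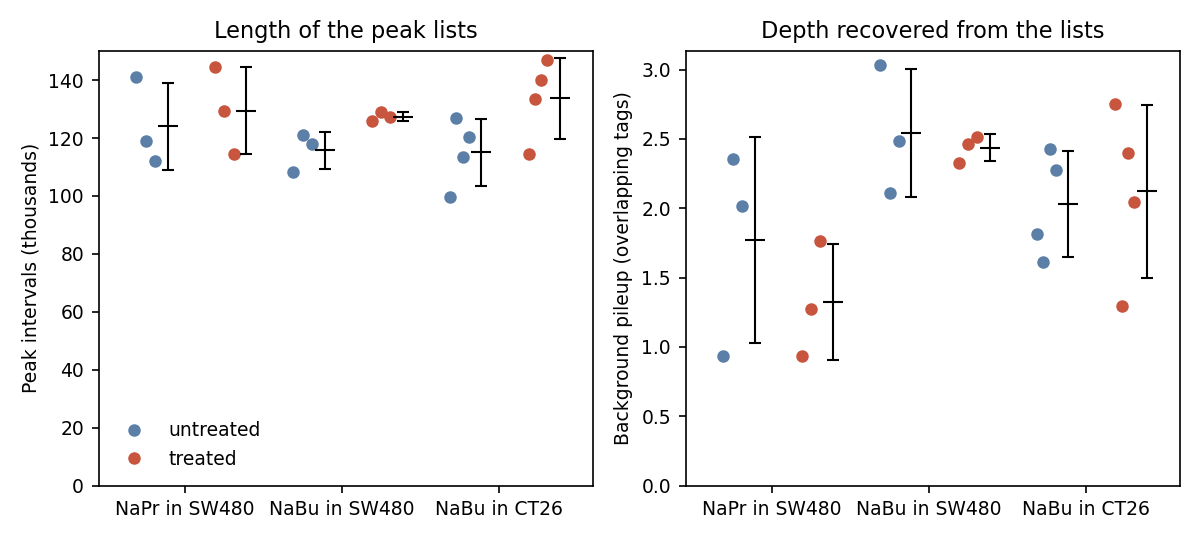
Number of peak intervals and background pileup (overlapping tags) of each library, by experiment and treatment, with points for libraries and bars for mean ± SD. Intervals lie between 99662 and 146976, and the background pileup of the NaPr experiment spans 0.936 to 2.35 tags.

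Peak lists of one group resembled each other more than lists of the other group in the 3 comparisons. The mean Jaccard index of covered bases was 0.638 within and 0.590 between the NaPr and untreated groups (one-sided exact permutation p = 0.1, the smallest possible, n = 3 and 3). For NaBu in SW480 it was 0.750 within and 0.636 between groups (exact permutation p = 0.1). In CT26 the index was 0.623 within and 0.539 between groups (exact permutation p = 0.0286, the smallest possible with 4 and 4). Of the alternatives, restricting each NaBu SW480 list to its top 50000 intervals moved this measure most, from a difference of 0.114 to 0.139.

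To identify sites that responded to 10 mM NaPr, the peaks of its 6 libraries were merged into 213515 regions, of which 66541 had a peak in every library. A total of 3932 regions had a peak in all 3 treated and no untreated library, and 2070 showed the reverse pattern, so that 65.5% of both sets were gained. The 18 other ways of choosing 3 of the 6 libraries gave a median of 528.5 such regions (range 354 to 814). When each list was limited to its top 50000 intervals, 1478 regions were gained and 1551 lost, and a −log10 q of at least 2 gave 4222 and 1761. The excess of gained regions thus depended on how the lists were limited.

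Ranking of peaks within each library placed 10809 of 129359 tested regions past an adjusted p of 0.05 in limma after NaPr, 5758 (53.3%) with a higher and 5051 with a lower rank. An unadjusted p below 0.05 was found for 32538 regions. The calls at the adjusted threshold were lost without any one treated library. Without treated replicate 1, 2 or 3 no region was called, although 30004, 30443 and 30868 regions had an unadjusted p below 0.05, and leaving out an untreated library left between 373 and 3618 calls. Fits with 2 libraries in a group have less power. The lost calls therefore do not show that each treated library carried them. The direction of the calls depended on the scaling. With recovered summit pileups scaled by the background, an alternative chosen after seeing the data, 8936 regions were higher and 737 lower (92.4% higher) among 66541 regions with a peak in every library, around a median log2 change of 0.20. Scaling the same pileups by their median gave 8117 higher and 13281 lower regions (37.9% higher). Untreated replicate 2 decided the first of these splits, since without it 7873 regions were higher and 5024 lower.

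The 3 regions with the largest gain after NaPr had a peak in every treated and no untreated library. On chromosome X, positions 23786389 to 23787950 (GRCh38), an intergenic region beyond the 3′ end of SAT1 rose to a percentile rank of 80.0 ± 5.11 (SD, n = 3) from no peak in untreated libraries (change 80.0, SE 8.63, limma adjusted p = 0.00382). A second intergenic region lay 13159 bp from the start of COL26A1 on chromosome 7, positions 101349234 to 101349716 (change 79.6, SE 9.02, limma adjusted p = 0.0043). The third was intronic in TMPRSS9 on chromosome 19, positions 2392736 to 2393417 (change 78.4, SE 8.68, limma adjusted p = 0.00403). Among lost regions, the rank changed by −80.1 (SE 8.54, limma adjusted p = 0.00376) in an intron of NUAK2 on chromosome 1, positions 205317364 to 205318029. It changed by −71.4 (SE 9.08, limma adjusted p = 0.00594) within 1 kb of a start of SMIM47, in a region overlapping ACP4, on chromosome 19, positions 50791629 to 50792353. The highest fold enrichment in untreated libraries was 3.76 there, against 8.55 in the NUAK2 region. At PRKCD on chromosome 3, positions 53161929 to 53162134, 403 bp from a start, the change was −71.3 (SE 9.56, limma adjusted p = 0.00682). All 6 fell short of the threshold when any 1 of the 3 treated libraries was left out, with limma adjusted p-values between 0.0534 and 0.056.

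Treatment of SW480 cells with 1 mM NaBu was examined in the same way. Its 6 libraries gave 156683 regions, of which 73594 had a peak in every library. In total 8171 regions were gained and 4978 lost (62.1% gained), against a median of 263 (range 180 to 393) for the 18 other choices of 3 libraries. The top 50000 intervals of each list gave 3421 gained and 3521 lost regions. In the ranking, 47033 of 127304 regions passed an adjusted p of 0.05 in limma, 24998 (53.2%) with a higher and 22035 with a lower rank. Leaving out 1 library at a time left between 39883 and 45382 calls. The count changed most with regions built from summit windows, where 37282 of 192964 were higher and 34700 lower, and recovered pileups scaled by the background gave 17542 higher and 21399 lower regions (45.1% higher) out of 73594.

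**Figure D2:**
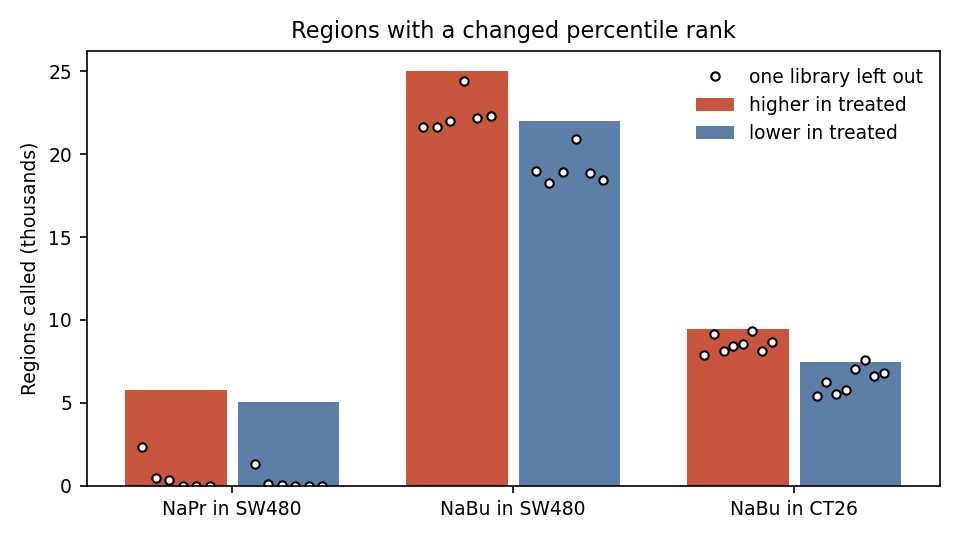
Number of regions called higher or lower in percentile rank (limma adjusted p below 0.05) in each comparison, with bars for all libraries and points for fits that left out 1 library. Counts for NaPr drop to 0 without any one of its treated libraries, whereas NaBu in SW480 keeps between 39883 and 45382 calls.

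The largest gain after NaBu lay in an intron of LINC00877 on chromosome 3, positions 72034716 to 72035574 (GRCh38), where the rank rose to 85.8 ± 2.42 (SD, n = 3) from no peak in untreated libraries (change 85.8, SE 4.51, limma adjusted p = 0.000291). The adjusted p was the same for the 6 regions named here. On chromosome 19, positions 15498588 to 15499828, a region at the start of PGLYRP2 rose by 85.4 (SE 4.43). A region in an intron of LINC02964 on chromosome 8, positions 125701235 to 125701438, rose by 84.3 (SE 4.51). Its highest fold enrichment after NaBu was only 3.54, against 18.9 in the LINC00877 region and 17.0 in the PGLYRP2 region. The largest loss, −91.3 (SE 4.26), was in an intron of BCL2L1 on chromosome 20, positions 31708311 to 31709411, which also overlaps the antisense gene BCL2L1-AS1. Ranks also changed by −89.3 (SE 4.32) in an intron of LINC03023 on chromosome 8, positions 20963964 to 20965117, and by −87.7 (SE 4.35) in an intron of CCDC33 on chromosome 15, positions 74269261 to 74270350. In untreated libraries the highest fold enrichment was 4.83 in the BCL2L1 region, 22.0 in the LINC03023 region and 18.0 in the CCDC33 region. Ranks follow −log10 p, so a large change of rank can come with a low fold enrichment.

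Positions relative to transcription start sites were compared next. NaBu-treated SW480 libraries had 22.2 ± 0.193% (SD, n = 3) of their peak intervals within 1 kb of a start and untreated libraries 24.7 ± 0.225% (n = 3), a difference of −2.49 percentage points (exact permutation p = 0.1, the smallest possible). It was −3.24 among the top 50000 intervals, the alternative that moved it most. For NaPr the shares were 21.8 ± 1.12% (SD, n = 3) and 22.5 ± 1.00% (n = 3), which differed by less than the spread between replicates (exact permutation p = 0.5). Among the top 50000 intervals, however, the NaPr shares were 34.3 ± 0.477% (SD, n = 3) and 35.8 ± 0.495% (n = 3), a difference of −1.45 points with ranges that did not overlap (exact permutation p = 0.1, the smallest possible). Called regions were placed unevenly. After NaPr, 10.6% of regions with a higher rank and 40.3% of those with a lower rank lay within 1 kb of a start, compared with 19.9% of regions not called. After NaBu these shares were 11.4%, 33.9% and 21.3%. Regions with a lower rank were also richer in G and C, with a median GC content of 60.5% against 50.5% for higher-ranked regions after NaPr and 54% against 50% after NaBu.

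The AP-1 consensus was present in 28.4% of regions with a higher rank after NaPr and in 6.93% of those with a lower rank, with 14.8% in regions not called (odds ratio 5.33, Fisher's exact test, adjusted p = 2.43e-195). After NaBu it was present in 21.9%, 11.7% and 15.3% (odds ratio 2.11, Fisher's exact test, adjusted p = 1.87e-191). Regions are not independent replicates, and these p-values describe the regions and not the libraries. The KLF consensus was less frequent in higher-ranked than in lower-ranked regions after NaPr (13.4% against 25.8%, odds ratio 0.446), but not once regions were matched on GC content (odds ratio 1.01). The KLF consensus was present in 15.1% of regions not called after NaPr, nearer the higher-ranked share. After NaBu its odds ratio of 0.859 became 1.30 with that matching. The SMAD consensus was found in 0.955% and 0.673% of higher- and lower-ranked regions after NaPr, a difference that did not pass the test (odds ratio 1.42, Fisher's exact test, adjusted p = 0.141), and after NaBu in 0.640% and 0.685% (odds ratio 0.934, Fisher's exact test, adjusted p = 0.569). Of the comparison motifs, CTCF differed most, with odds ratios of 3.61 after NaPr and 6.13 after NaBu. Its shares in higher-ranked, lower-ranked and not called regions were 4.76%, 1.37% and 3.75% after NaPr. After NaBu they were 5.03%, 0.858% and 4.47%. The difference thus came mostly from a low share in lower-ranked regions. After NaPr the CTCF difference did not pass the test when regions were ranked by fold enrichment (odds ratio 1.37, Fisher's exact test, adjusted p = 0.253). With that ranking the CTCF odds ratio after NaBu was 2.39, and CTCF no longer differed most. The HNF4 odds ratio was then 0.373 after NaBu. After NaPr it was 2.36 and did not pass the test (Fisher's exact test, adjusted p = 0.186). HNF4 was rarer in higher-ranked than in lower-ranked regions after NaBu (odds ratio 0.450) and did not pass the test after NaPr (odds ratio 1.46, Fisher's exact test, adjusted p = 0.314). After NaBu the HNF4 consensus was present in 0.508% of higher-ranked, 1.12% of lower-ranked and 0.615% of not called regions. The GATA consensus had odds ratios of 1.10 after NaPr, which did not pass the test, and 1.52 after NaBu. Alternatives for NaPr passed it in opposite directions, with 1.21 over whole regions (Fisher's exact test, adjusted p = 0.0129) and 0.669 with matching on GC content (Fisher's exact test, adjusted p = 0.0178). The TEAD odds ratio was 1.17 for both compounds, and matching on GC content turned it to 0.782 after NaPr and 0.988 after NaBu.

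**Figure D3:**
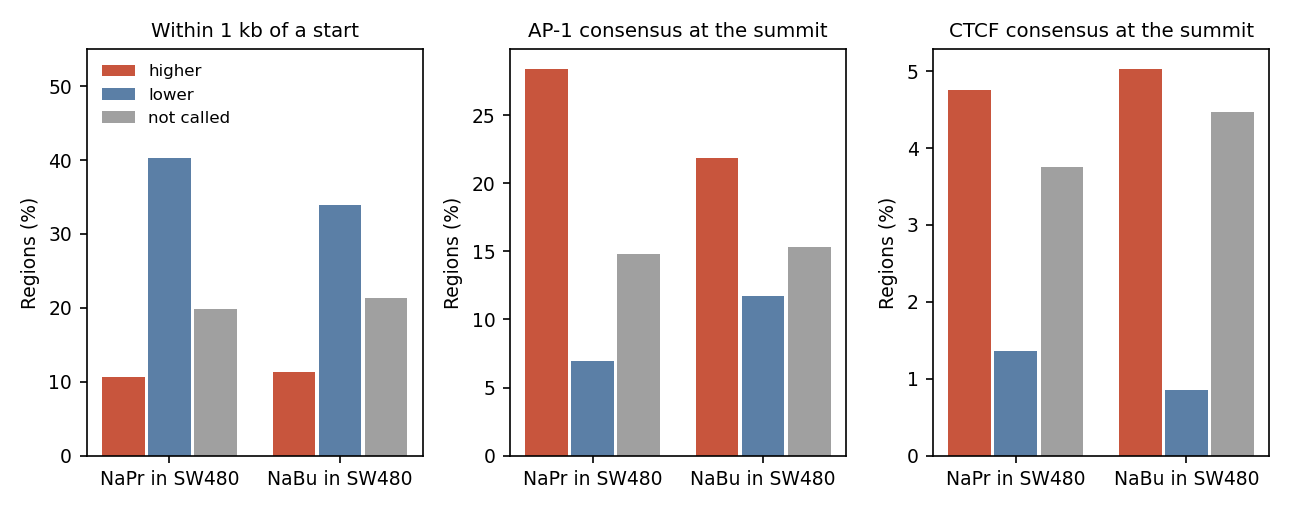
Percent of regions within 1 kb of a transcription start and percent with the AP-1 or CTCF consensus within 200 bp around the summit, for regions called higher, called lower or not called after NaPr or NaBu in SW480. Lower-ranked regions lie near a start more often (40.3% and 33.9%), and higher-ranked regions carry the AP-1 consensus more often (28.4% and 21.9%).

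Genes that the study named in its text were examined as a list. SAT1, AHNAK2, DHRS2, MYC and FOS, named there for accessibility after NaPr, and JUN, named for expression, were examined after both compounds. Within 5 kb of 10 genes for NaPr, 97 regions were tested, of which 6 were higher and 12 lower when adjusted over all regions, and 13 higher and 18 lower when adjusted over the list alone. The list was chosen on these samples, so the latter count is not independent evidence. With 50 kb on both sides, 15 of 235 regions were higher and 17 lower, and ranking by fold enrichment gave 1 higher and 6 lower. For NaBu, 11 genes held 162 regions, of which 27 were higher and 45 lower when adjusted over all regions and 31 and 48 when adjusted over the list alone. The 5 genes examined after NaBu alone (SSPN, SEMA3D, MYO3B, CXXC5 and GNAZ) held 126 of these regions, 20 higher and 35 lower. With 50 kb on both sides of the 11 genes, 48 of 286 regions were higher and 72 lower, and ranking by fold enrichment gave 13 higher and 33 lower. After NaBu, SSPN had 7 higher and 4 lower among 30 regions, SEMA3D 4 and 3 among 20, MYO3B 7 and 7 among 41, CXXC5 2 and 15 among 24, and GNAZ 6 lower among 11. After NaPr, COL26A1 had 1 higher and 4 lower among 43 regions, AHNAK2 1 and 1 among 13, and FOS 1 and 1 among 4. The gained intergenic region 13159 bp from the start of COL26A1 lay outside the 5 kb margin and is not in its count. SAT1 had 1 higher among 4 and JUN 1 higher among 5. CDKN1A and ZNF703, which the study named for reduced accessibility, had 1 lower among 6 and 1 lower among 5. None of the 5 regions at DHRS2 was called after NaPr, but 4 of them ranked higher, each with an unadjusted p below 0.05 in limma. After NaBu, 2 of 3 regions at DHRS2 were called higher. None of the 3 regions at KLF2 was called after NaPr, with an unadjusted p below 0.05 for 2 of them. One KLF2 region, on chromosome 19, positions 16331869 to 16332498, had peaks in the 3 treated libraries only (change 30.8, SE 10.2, limma adjusted p = 0.0897 over all regions and 0.0413 over the list alone). The region beyond the 3′ end of SAT1 that rose after NaPr also rose after NaBu (positions 23786474 to 23788014, change 73.6, SE 4.75, limma adjusted p = 0.000326).

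Changes at MYC went in both directions. MYC is on the plus strand of chromosome 8, positions 127735434 to 127742951. The promoter region around its start had a rank of 99.8 ± 0.0860 (SD, n = 3) after NaPr and 98.9 ± 0.204 (n = 3) without it, and was not called (limma adjusted p = 0.228). Every treated library ranked above every untreated library there. A rank so near the top of the scale leaves little room for a rise. The missing call therefore does not show that the promoter was unchanged. Several regions within the gene lost rank, among them one at positions 127737335 to 127737646 (change −51.4, SE 9.80, limma adjusted p = 0.0182 after NaPr). After NaBu the region at positions 127737336 to 127737474 lost its peak in all 3 libraries (change −69.1, SE 4.80, limma adjusted p = 0.000342). At the 3′ end, a region beginning at position 127742969 gained rank after NaPr (change 4.71, SE 0.641, limma adjusted p = 0.00703), and one beginning at 127742553, which overlaps the UTR, gained rank after NaBu (change 3.14, SE 0.568, limma adjusted p = 0.00491). Next to it, a region in the UTR at positions 127742313 to 127742453 rose after NaBu from no peak in untreated libraries to a rank of 60.5 ± 6.32 (SD, n = 3; SE of the change 5.57, limma adjusted p = 0.000516). Of 9 regions at MYC in each experiment, NaPr raised 1 and lowered 4, and NaBu raised 2 and lowered 4. These are changes of rank among peaks, and the calls for NaPr passed the adjusted threshold only with all 3 treated libraries in the fit.

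**Figure D4:**
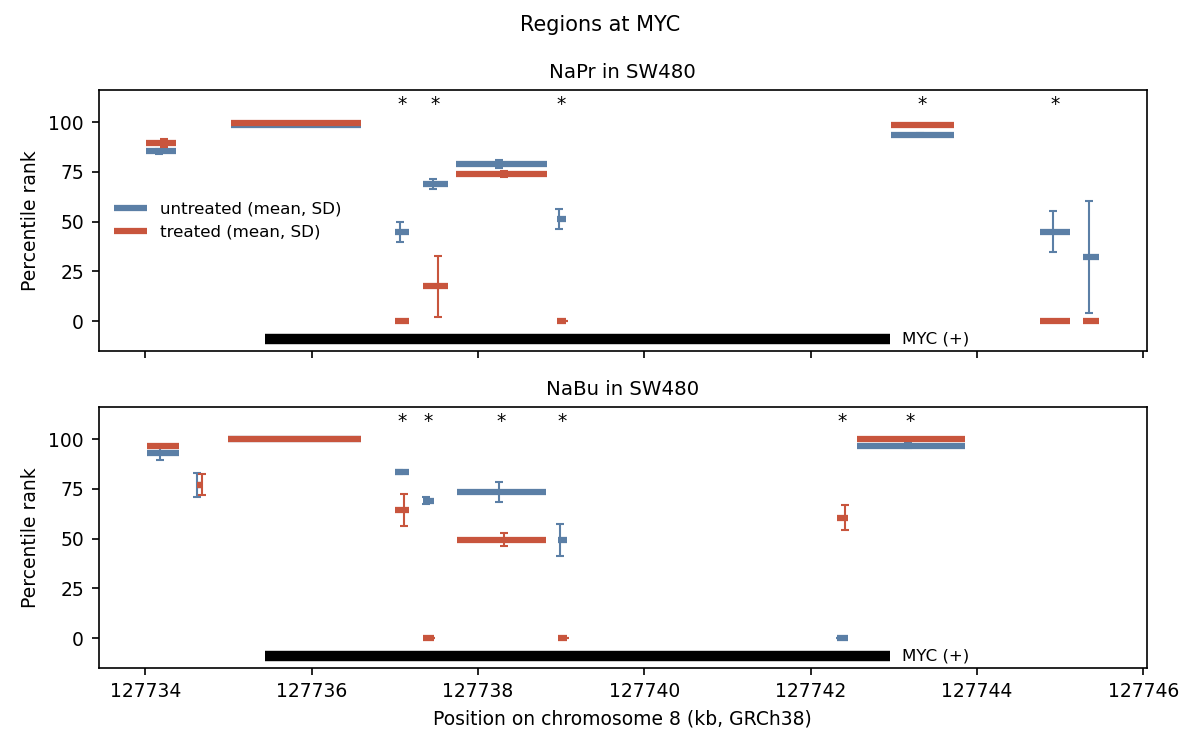
Regions at MYC on chromosome 8 (GRCh38) for NaPr and NaBu in SW480, with the percentile rank of each region in treated and untreated libraries (mean ± SD, n = 3) along the position, and an asterisk where the limma adjusted p is below 0.05. The promoter region ranks near the top in all groups, and several regions inside the gene rank lower in treated libraries.

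Whether NaBu acts alike in mouse colorectal cells was addressed with CT26. The 8 libraries gave 243174 regions, of which 55432 had a peak in every library. A total of 3932 regions were gained and 1319 lost (74.9% gained). The 68 other choices of 4 libraries gave a median of 81 regions and at most 1881, the latter for the 4 libraries of the second date, so the date was visible in peak presence. In lists limited to the top 50000 intervals, 1381 regions were gained and 1429 lost, and a −log10 q of at least 2 gave 4671 and 888. Within the first date alone, 14984 regions were gained and 4823 lost, and within the second 17041 and 6715, with 2 libraries in each group.

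In the ranking of CT26 peaks, 16898 of 139898 regions passed an adjusted p of 0.05 in limma, 9450 (55.9%) with a higher and 7448 with a lower rank. The first date alone gave no call, with 38456 regions at an unadjusted p below 0.05, and the second gave 18652 higher and 11881 lower regions. With the date as a term in the model, 14368 regions were higher and 12067 lower. Of the regions called in the second date, 65.6% changed in the same direction in the first. Leaving out 1 library at a time left 13278 to 16888 calls. The share of higher calls depended on the scale. It was 45.4% with normal scores of the ranks (8874 higher and 10675 lower) and 33.0% after the median change in 10 Mb windows was removed (6547 and 13274). With recovered pileups, chosen after seeing the data, it was 66.4% when scaled by the background (12891 and 6519, around a median log2 change of 0.14) and 38.5% when scaled by the median (7789 and 12421).

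The CT26 regions with the largest gains and losses are given by position as the lists state them, since the mouse build was not stated. The rank rose by 88.7 (SE 7.81, limma adjusted p = 0.00093) on chromosome 13, positions 58536544 to 58537060, from no peak in untreated libraries to 88.7 ± 2.46 (SD, n = 4). On chromosome 18, positions 36399615 to 36400252, it rose by 88.7 (SE 7.82) and on chromosome 10, positions 80028250 to 80028655, by 86.5 (SE 8.0). It changed by −86.9 (SE 7.96) on chromosome 5, positions 142961490 to 142962552, by −84.9 (SE 8.01) on chromosome 10, positions 128565276 to 128565619, and by −84.9 (SE 8.0) on chromosome 15, positions 103365518 to 103365662. Limma adjusted p-values of the 6 regions lay between 0.00093 and 0.000991, and in the first date alone each was 0.0549.

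Finally, the effects of NaPr and NaBu in SW480 were compared over 167308 regions of the 12 libraries. The effect differed between the compounds in 18564 regions (limma adjusted p below 0.05 for the difference), with NaPr above NaBu in 9152 and NaBu above NaPr in 9412. Leaving out 1 library at a time gave 18767 to 21765 regions. Both effects were called in 4776 regions, against 2932 if the calls were independent, and 4597 of these (96.3%) went the same way, 2760 up and 1837 down. Of the regions called after NaPr, 64.3% had the same sign after NaBu, and of those called after NaBu, 57.7% had the same sign after NaPr. Across regions, which are not independent replicates, the effects had a Pearson correlation of 0.253 and a Spearman correlation of 0.309. The compounds were tested in separate experiments with different label dates. The untreated groups of the 2 experiments themselves differed in 47.7% of regions, 39660 higher and 40117 lower in limma, so that compound, dose and experiment could not be separated. When the NaPr labels were mixed and the NaBu labels kept, 13309 to 19043 regions differed in 8 splits, 1 of which reached the number in the data.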

Values the study reported

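In SW480 cells treated with NaPr, the study reported 22,238 differentially accessible regions, of which 83% gained accessibility. For NaBu in SW480 cells it reported 71,318 such sites, 53% of them with a positive fold-change. In CT26 cells treated with NaBu it reported 54,171 sites, 74% of which gained accessibility.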

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

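The tests on recovered pileups in this part used a measure chosen after the data were seen, their scaling by the median was added after the scaling by background had been run, the sorting of the SW480 splits by which labels were mixed was made after their counts were seen, and the predictions for the other tests were written before their results. Among the CT26 libraries, treated replicate 1 stood apart from the other 3 treated libraries in median interval width (394 bp) and in its weakest listed −log10 p (4.50). Untreated replicate 4 also stood apart in its weakest −log10 p (2.0006), but the untreated lists differ there only in the 4th decimal and all end near the same limit. A total of 18 such checks were made and 3 passed, where chance alone passes about 1 in 20. For treated replicate 1 the early end of its list is a candidate explanation. When the other treated lists were ended at the same −log10 p, their median widths rose to between 335 and 353 bp. That accounts for most of the gap to 394 bp, and this library also had the highest background pileup of the 8 (2.75 tags). No biological explanation was tested, since the library belongs to a group with 3 others.

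The NaBu effect in CT26 differed between the 2 label dates in 18586 regions by the interaction term in limma, with 9088 higher and 9498 lower on the second date. Opposite signs on the 2 dates were found in 4036 of them, and 4179 had a peak in every library. In 14394 of them, the treated or the untreated group of a date had no peak in any of its libraries. Most of the count therefore involves a group whose libraries were tied at rank 0. Across regions, the effects of the dates had a Pearson correlation of 0.431 and a Spearman correlation of 0.419. A list that ended early on the first date is not the whole cause, because 14835 of 112738 regions were still called with lists of equal length. On summit pileups scaled by background 8822 of 55432 regions with a peak in every library were called, 2034 higher and 6788 lower on the second date, which a common shift of one library group could also give. Scaled by each library's median, which removes such a shift, 6602 were higher and 3170 lower, 9772 in all, so unequal depth is not the whole cause either. Grouping by chance could not be told apart from an effect of date, because only 18 splits within the dates exist and 2 of them gave as many regions, although the 16 that mixed the labels of one or both dates had no call and at most 23405 regions at an unadjusted p below 0.05, which mixing favours. The other such split, with 48966 regions, exchanges the treatment labels on one date and so measures the mean effect of NaBu, which makes it a poor guide to chance. A difference between culture or library batches may underlie the pattern, and a difference in the response of the cells stays open and untested, since the labels give the date and nothing else that separates these libraries.

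In SW480 the effects of NaPr and NaBu differed in 18564 of 167308 regions by the difference of the effects in limma. Of 100 splits drawn from the 200 that exchange labels within the experiments, 2 gave as many regions. The 81 splits that mixed the labels of both experiments gave at most 5 regions, a low count that mixing favours because it puts the treatment effects into the spread within groups. The 8 that kept the NaBu labels and mixed the NaPr labels gave 13309 to 13773 in 6 cases and 17621 and 19043 in the other 2, and the 10 that kept the NaPr labels and mixed the NaBu labels gave 4071 to 5279. Mixed NaPr labels still carry part of the NaPr effect, so the share of the 18564 regions that comes from NaBu alone was not determined, and the count by itself does not show that NaPr acted at those regions. On summit pileups scaled by background 4878 of 50620 regions with a peak in every library differed, 4268 with NaPr above NaBu and 610 with NaBu above NaPr, a split that carries the dependence of the NaPr result on scaling. Scaled by each library's median, which removes a shift common to all regions, 4112 had NaPr above NaBu and 3668 had NaBu above NaPr, 7780 in all, so unequal depth is not the whole cause. Compound, dose and experiment were not separated by the design. The untreated libraries of the 2 experiments themselves differed in 47.7% of regions. In the pair closest in background pileup (2.02 and 2.11 tags), 100% of the regions chosen from the other libraries moved the same way, and the lowest share among the 9 pairs was 99.7%, so depth is not the whole cause of that difference. Culture or library preparation of separate experiments may therefore contribute to the difference between the compounds.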

How the results depend on the processing

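The recovered pileups and the motif test in regions over 3 kb from a start were chosen after the data were seen. For the 54 results, 553 alternatives were computed, of which 445 kept the direction and side of the threshold or stayed within the stated range, 33 became weaker, 2 stronger, 14 reversed and 59 moved. Causes of the changes below were not tested except where the construction of the alternative gives them.

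Counts of regions gained in every treated library fell when lists were limited to their top intervals, and a −log10 q of at least 2 left or raised them, with 4222 gained and 1761 lost for NaPr, 8171 and 4978 for NaBu in SW480, and 4671 and 888 for NaBu in CT26. With the top 50000 intervals, gained regions numbered 1478 for NaPr in SW480, 3421 for NaBu in SW480 and 1381 for NaBu in CT26. With the top 100000 they were 5188 for NaBu in SW480 (5838 lost), 2342 for NaBu in CT26 (1771 lost) and 2741 for NaPr (1977 lost). With lists shortened to the shortest they were 5557 for NaBu in SW480 (6169 lost), 2333 for NaBu in CT26 (1775 lost) and 3069 for NaPr (2087 lost). With the top 100000 intervals or the shortest list, losses exceeded gains for NaBu in SW480 only. With the top 50000, losses exceeded gains in all 3 comparisons, with 1551 lost for NaPr, 3521 for NaBu in SW480 and 1429 for NaBu in CT26. Summit windows raised lost regions to 9306 for NaBu in SW480 and 2018 for NaBu in CT26. Fewer libraries raise these counts by construction. The fits without one NaPr library gave 5015 to 7150 gained and 2935 to 4468 lost regions, and each CT26 date alone gave 14984 and 4823 on the first and 17041 and 6715 on the second. In the Jaccard index, the top 50000 intervals moved the NaBu SW480 difference to 0.139, and the share at starts for NaBu in SW480 became −2.82 within 3 kb and −3.24 in the top 50000 intervals.

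Counts of changed ranks for NaPr were the least stable. A constant prior variance gave 3273 lower regions, ranking by fold enrichment 2915 higher and 1802 lower, pileups scaled by background 8936 higher and 737 lower, and pileups scaled by the median 13281 lower. Leaving out 1 library gave 0 to 2311 higher and 0 to 1307 lower regions. The 0 arose without any one of the 3 treated libraries, where at least 30004 regions had an unadjusted p below 0.05. For NaBu in SW480, ranking by fold enrichment gave 16603 higher and summit windows, which are more numerous, gave 34700 lower regions, and leaving out 1 library gave 21630 to 24432 higher and 18253 to 20950 lower. For CT26, a constant prior variance gave 4712 lower regions, the date as a term 14368 higher and 12067 lower, the first date alone 0 and 0 (38456 at an unadjusted p below 0.05), the second date alone 18652 and 11881, and pileups scaled by the median 12421 lower. The difference between the compounds fell to 4878 regions on pileups scaled by background and 7780 on pileups scaled by the median, which cover fewer regions. Leaving out 1 CT26 library gave 7882 to 9311 higher and 5396 to 7577 lower regions.

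The replicate numbers did not pair the libraries. The deviations of same-numbered SW480 libraries correlated by at most 0.0436, and in CT26 the correlations of 0.0993 to 0.150 were matched by 0.112 to 0.142 between libraries of the same date with different numbers. With the replicate number as a block, NaPr gave 400 higher and 257 lower regions, NaBu in SW480 23906 and 22072, CT26 8806 and 6956, and the difference between the compounds 15449. Apart from NaPr, these counts stayed within 1.5 times the counts without the block. Among the 18 named regions 2 no longer passed the threshold under the block, the regions at SMIM47 and PRKCD that NaPr lowered.

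Odds ratios of several motifs changed side. Matching on GC content gave 1.01 for KLF, 0.782 for TEAD and 0.669 for GATA after NaPr and 1.30 for KLF and 0.988 for TEAD after NaBu. Regions over 3 kb from a start gave 0.892 for TEAD and 0.673 for GATA after NaPr and 1.04 for KLF and 0.961 for TEAD after NaBu. Ranking by fold enrichment gave 0.983 for TEAD and 0.991 for GATA after NaPr and 1.03 for KLF after NaBu. For GATA after NaPr the alternatives passed the threshold in opposite directions, with 1.21 over whole regions (Fisher's exact test, adjusted p = 0.0129) against 0.669 (adjusted p = 0.0178) and 0.673 (adjusted p = 0.0157). Whole regions gave 0.904 for HNF4 after NaPr. For SMAD they gave 0.764 after NaPr (Fisher's exact test, adjusted p = 0.0239) and 0.799 after NaBu (adjusted p = 0.000127), both past the threshold that the SMAD values around summits did not pass. AP-1 kept its direction and side of the threshold under its alternatives, with odds ratios of 3.51 to 5.87 after NaPr and 1.72 to 1.97 after NaBu.

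At the genes the study named, 50 kb on both sides, which takes in more regions, gave 15 higher for NaPr and 48 higher and 72 lower for NaBu, and ranking by fold enrichment gave 1 higher and 6 lower for NaPr and 13 higher for NaBu. Of 246 alternatives for the 18 named regions, 30 were weaker and 0 reversed. For NaPr 24 were weaker, 18 of them without a treated library, 2 without an untreated library and the rest under the block or the ranking by fold enrichment, and for CT26 6, each with the first date alone, while NaBu in SW480 had 0. The share of intervals at starts in CT26 was not run, because a mouse annotation was not used here. Background pileups were lowest in the NaPr experiment, down to 0.936 tags, and whether depth limits its calls was not tested.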

Other observations

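Counts of other splits of the libraries, the comparison with simulated counts, the values per library near starts and the adjustment of the NaPr and CT26 peak levels for depth were chosen after the results were seen. For NaPr in SW480, 1 of the 10 splits of the 6 libraries, the real one, gave as many changed regions. The other splits had 0 calls and at most 3655 regions at an unadjusted p below 0.05, and the simulation without changed regions gave 0 calls and 6738 such regions, against 10809 and 32538 in the data. Splits that mix the groups put the treatment effect into the spread within groups, here and below, so their low counts do not measure noise between replicates, and the simulation had no changed regions by construction. With 10 splits the share that follows the labels cannot fall below 1 in 10. Regions chosen without the depth-matched pair (0.936 and 0.938 tags) moved the same way in it in 95.01% of cases, the lowest share of the 9 pairs, whose highest was 97.7%, so depth is not the whole cause. With ranks taken within GC bins, 56.8% of the called regions were called in the same direction and 0 in the opposite one. GC content may thus account for part of the calls. The medians of chromosomes shifted by at most −1.73 percentile points (chromosome 22), against a median called change of 17.2, and 84.4% of the calls were made again with the medians of 10 Mb windows taken out, so copy number over chromosomes or such windows is not the whole cause. An effect of NaPr on accessibility is among the explanations left, with another difference that happened to follow the labels.

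For NaBu in SW480, again 1 of the 10 splits gave as many regions, and the others had 0 calls and at most 3281 regions at an unadjusted p below 0.05. The depth-matched pair moved the same way in 99.9% of the chosen regions, with 97.0% to 99.9% over the 9 pairs. GC bins kept 81.6% of the calls and window medians 91.6%, and the largest shift of a chromosome was −2.63 percentile points (chromosome 22), against a median called change of 24.9. The simulation without changed regions gave 0 calls and 6988 regions at an unadjusted p below 0.05, against 47033 and 58861 in the data, and at least 39883 calls were left without any one library. These tests argue against depth, GC content and copy number as the whole cause. As for NaPr, 10 splits leave open another difference between the libraries that happened to follow the labels. For NaBu in CT26, 1 of the 35 splits of the 8 libraries gave as many regions. The split by date gave 1404, with 18891 regions at an unadjusted p below 0.05, and the other 33 gave 0, with at most 11753. The depth-matched pair moved the same way in 98.9% of the chosen regions, and 81.3% of the calls were made again without window medians. GC content was not tested in CT26 because a mouse genome was not used here. A hypothesis left by these tests is a shared response to NaBu whose size differs between the dates.

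Regions with a lower rank lay nearer transcription starts than regions with a higher rank after both compounds. Matching on GC content left a difference of 9.29 percentage points within 1 kb of a start for NaPr and 12.7 for NaBu, and matching on mean rank left 29.5 and 22.6. GC content and a ceiling on high ranks are therefore not the whole cause. Other splits of the same libraries also set starts apart. Their largest difference among the top 1000 regions of each direction was 25.8 points for NaPr, where the real split had 31.9, and 63.1 for NaBu, where the real split had 18.1 and 4 other splits were as large. These splits still hold part of the treatment effect, so they do not measure such a trend without it. For NaBu they do not set the real split apart. The values per library, chosen after the results were seen, do separate the groups. The mean rank within 1 kb of a start exceeded that elsewhere by 20.8 ± 0.503 percentile points (SD, n = 3) in libraries treated with NaPr and 25.5 ± 0.822 (n = 3) in untreated ones (difference −4.64), and by 13.8 ± 1.02 (SD, n = 3) and 22.3 ± 0.573 (n = 3) for NaBu (difference −8.44). The share of covered bases in intervals near starts was 32.2% to 32.4% against 35.2% to 35.8% for NaPr and 29.4% to 30.1% against 34.5% to 34.9% for NaBu. Each gap is wider than the range within either group, so the replicates of a group differed less in these values than the groups did. However, 3 libraries against 3 separate by chance in 1 of 10 splits. A trend that other splits also show is therefore not excluded. The share of all NaPr intervals near starts did overlap between the groups. Libraries may differ in the balance of promoter and distal signal for technical reasons, such as the efficiency of the transposition, which was not tested.

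A higher share of distal sites does not by itself account for the AP-1 consensus in regions that gained rank, because the odds ratio was 4.51 after NaPr and 1.72 after NaBu among regions over 3 kb from a start. AP-1 factors may take part in the gain of accessibility, as a hypothesis from a motif count without a measurement of binding. The effects of NaPr and NaBu ran in parallel with a Pearson correlation of 0.253 across regions, and among 100 pairs of splits the largest size for the others was 0.168. A response common to both compounds is in line with this value, and the region beyond the 3′ end of SAT1 gained a peak after both.

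The balance of gains and losses after NaPr depended on how pileups were scaled. Peaks stood 0.26 higher over background on the log2 scale in treated libraries (exact permutation p = 0.2, n = 3 and 3), and 0.09 higher without untreated replicate 2. The depth-matched pair differed by 0.048 on the log2 scale, which is 1 pair and cannot be told apart from no difference, and after adjustment for the background pileup the difference was 0.20 (exact permutation p = 0.6, n = 3 and 3), so depth and a general gain of accessibility both stay open. For NaBu in SW480 the level was not higher in treated libraries (difference −0.0175 on the log2 scale, exact permutation p = 0.5, n = 3 and 3). After adjustment for the background pileup that difference was −0.0181. In CT26 the level was 0.24 higher in treated libraries (exact permutation p = 0.0286, n = 4 and 4, the smallest possible), with treated libraries at 4.52 to 4.71 and untreated libraries at 4.22 to 4.47 on the log2 scale. It was 0.40 on the first date and 0.08 on the second, and 0.20 without untreated replicate 2. After adjustment for the background pileup it was still 0.24, so depth is not the whole cause. A general gain of accessibility at peaks or a better signal over background in those reactions could give this level, and the lists do not separate them.

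The number of changed regions called here was 10809 for NaPr in SW480, 47033 for NaBu in SW480 and 16898 for NaBu in CT26. These are lower than the values quoted from the study above. The share of higher regions for NaPr was 53.3%. That is lower than the value quoted from the study above. It was 92.4% with pileups scaled by background and 37.9% with pileups scaled by the median, so the direction of this comparison depends on the scaling. For NaBu in CT26 the share was 55.9%, and 66.4% and 38.5% with pileups scaled by background and by the median. Each of these is lower than the value quoted for CT26. For NaBu in SW480 the share was 53.2%, close to the value quoted for it.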
